A study of Mus musculus with 9 samples. Its data were reported in "Loss of Kmt2c or Kmt2d drives brain metastasis via KDM6A-dependent upregulation of MMP3" (2024).

How the data were processed

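Complete cell suspensions of 9 primary 168FARN mammary tumours (3 WT, 3 Kmt2c KO, 3 Kmt2d KO) were sequenced as 5′ single-cell RNA libraries. The authors ran Cell Ranger to make 1 matrix for the series, whose values are whole-number UMI counts per gene and cell barcode, as deposited. Whether its aggregation step thinned libraries to a common depth, and which genome build and annotation were used, are not given in the sources used here. Gene symbols are those the feature table gives. The library of each barcode was read from its suffix, and the group of each library from the genotype letter in the authors' aggregation table (C, D or X), read as Kmt2c KO, Kmt2d KO and WT from the names of the study's own comparisons. Which library is which GEO replicate number is not given in the sources used here, so the numbers 1 to 3 only name libraries and pair nothing.

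Cells were kept with more than 500 and fewer than 7500 detected genes and under 15% mitochondrial counts, the limits the study used, which left 939 to 14525 cells per library. Counts were scaled to 10000 per cell and logged, the 2000 most variable genes were reduced to 30 principal components, and cells were clustered on a shared-neighbour graph of 20 neighbours by the Leiden method at resolution 0.2. A cluster belonged to the stroma or immune cells where at most 5% of its cells held an H2BMc UMI and at most 10% held Krt8. Those clusters were clustered again at resolution 0.5. A cluster with at least 25% H2BMc-positive and 50% Krt8-positive cells, and no more than 80% of its cells from a single library, was put in the H2BMc clusters. These limits were set after the cells had been seen, and kept clusters 1, 6, 7 and 11 unnamed. A sub-cluster took an "X-like" name where at least 3 of the markers fixed for a type were detected in at least 10% of its cells at 1.5 times their level elsewhere and at least 1 stood among its 10 leading genes. In cluster 9, sub-clusters 3, 5 and 7 came nearest to T cells, but sub-cluster 5 did not pass, so that the 3 were compared together under a number, as the cluster 9 subset. Sub-clusters of cluster 9 that passed as dendritic-like or B cell-like were put in those classes. Class names were rebuilt here, so that differences from the study can come from them. Scrublet, run within each library through scanpy, marked 21 cells as doublets, 19 of them in WT libraries. At that rate the caller has not worked, and no cell was removed. Leaving out the 5% of cells with the highest score in each library served as a further alternative.

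UMI counts were summed per tumour over the cells of a class, because cells are not replicates, and tumours with fewer than 20 cells of the class were left out. Sums were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) after filterByExpr and TMM scaling, with genotype as the only factor and all 9 tumours in a single fit. Genes were called at a Benjamini-Hochberg adjusted p below 0.05, and every adjusted p of a gene is from this test unless another is named. Standard errors were taken as the log2 fold change over the root of the F statistic. Depth differed widely, so that low genes of endothelial-like cells, macrophage-like cells and the cluster 9 subset (9 to 257 cells and 9096 to 356134 UMIs per tumour) could not be tested, and counting intervals cover counting error only.

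Lists of the type I interferon (32 genes tested), interferon gamma (24) and NF-kB (29) responses, MHC class I presentation (20), EMT (26), MYC targets (30), immune checkpoint (14), oxidative phosphorylation (94) and cytosolic ribosomal proteins (95) were tested with limma's camera at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over lists and contrasts, with fry and an estimated correlation as alternatives. The lists share some genes with each other. The study names Bst2 and Ifi27l2a among others of the first list and Cd274 of the second from these libraries, and Cd274 is also on the checkpoint list. Shares and module values per tumour were compared with an exact permutation test of the Kruskal-Wallis statistic over all assignments of tumours to groups (1680 for 9 tumours, smallest p 0.00357), and each knockout with WT by a two-sided exact permutation test (smallest p 0.10 for 3 against 3), adjusted within each family. Separation of tumours was tested by PERMANOVA on log2(CPM + 1), exact over 280 partitions. These tests, the lists, the markers and most alternatives were fixed before the data were examined.

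The genes named are those fixed in this way (Kmt2c, Kmt2d, Kdm6a, H2BMc, Krt8, Ly6a, Bst2, Ifi27l2a, Cd274, Mmp3, Mmp1b, Mmp10, Mmp12, Mmp13, Ccl5 and Cxcl1 in tumour cells, Cd74, Cxcl9, H2-Ab1 and H2-Eb2 in endothelial cells, Cd4, Cd8a and Foxp3 in T cells). Another gene of the tumour-cell list was tested and counted with it but is not reported here. For each knockout against WT, the 5 largest rises and 5 largest falls in tumour cells and the 3 largest rises in each other class were added, among called genes without overlap between groups and with a mean of at least 20 CPM in either group (100 outside tumour cells). Fewer appear where fewer qualified.

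The count tests, camera and the permutation test were tested on simulated data, and clustering, class names, doublet calling and PERMANOVA were not. Genes were drawn independently of each other, so the preset inter-gene correlation of camera was not tested. With 200 genes changed by a log2 of 1 in counts drawn from the tumour-cell sums, 134 were recovered with 6 false calls (DESeq2 recovered 143 with 25 false). In endothelial-like cells 54 of 200 were recovered with 4 false calls, in macrophage-like cells 55 with 2, and in the cluster 9 subset 31 with 1. The permutation test was checked on 200 draws, of which a share of 0.04 of the unchanged and 1 of the shifted passed 0.05. The shift was many SDs, enough to part the groups almost fully, so the share of 1 says nothing of smaller differences. The alternatives were RLE scaling, no low-count filter, DESeq2, only the 2 groups compared, sums thinned to the shallowest tumour, a stricter cell filter (over 1000 genes, under 10% mitochondrial counts), removal of Scrublet calls, all cells with an H2BMc UMI, resolution 0.5, other minimum cell numbers and each library left out in turn. Alternatives chosen after the data had been seen were removal of the highest doublet scores, unnamed clusters included, single clusters, whole clusters with mixed cells, sub-clusters 3 and 7 alone, macrophage sub-clusters 0 and 2 each alone, interferon and MHC genes left out of the separation, the H2BMc clusters as denominator and lower minimum cell numbers for the modules. The study's comparison of single cells was not repeated, and its bulk and protein data were not used here.

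Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.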

Results

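Primary tumours grown in the mammary fat pad from 168FARN cells, a mouse mammary tumour line, were dissociated and profiled by droplet-based 5′ single-cell RNA sequencing. The 9 libraries comprised 3 wild-type (WT) tumours, 3 tumours in which the tumour cells lacked the histone methyltransferase gene Kmt2c (Kmt2c KO) and 3 in which they lacked its paralogue Kmt2d (Kmt2d KO). Numbers 1 to 3 within a group only name libraries. The tumour cells carried H2BMc, a fluorescent reporter transcript. The matrix held 89147 cell barcodes and 585680611 unique molecular identifiers (UMIs). Kmt2c KO libraries 1, 2 and 3 held 96258851, 83258586 and 65813392 UMIs. Kmt2d KO libraries 1, 2 and 3 held 67759749, 73461057 and 125617312. WT libraries 1, 2 and 3 were shallower, with 21529691, 30007715 and 21974258. The cell filters kept 58645 cells, of which 26580 came from Kmt2c KO, 27561 from Kmt2d KO and 4504 from WT tumours. WT libraries 1 and 3 lost 50.7% and 68.5% of their barcodes to the limit on mitochondrial counts. The median kept cell held 6642, 7994 and 8583 UMIs in the Kmt2c KO libraries, 9197, 6962 and 2110 in the Kmt2d KO libraries and 12858, 10471.5 and 13754 in the WT libraries. No pair of libraries within a group matched within sampling noise, since the chi-square statistic per degree of freedom was at least 5.38 in all 9 such pairs.

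Clusters 0, 2, 3, 4 and 5 held 41494 cells with the reporter and Krt8, and are called the H2BMc clusters because only H2BMc and Krt8 of the 5 tumour markers were detected. H2BMc was seen in 37.3% of these cells (53.3 CPM, the depth-scaled UMI count), against 0.626% (4.63 CPM) in stromal and immune cells, where free RNA would set the background. Krt8 was seen in 74.9% against 1.33%, with 368.5 against 6.88 CPM. The median depths were 9845.5 and 1895.5 UMIs per cell. Different clusters led in each group. Cluster 0 held 63.6% of the H2BMc-cluster cells of Kmt2c KO tumours, 22.9% of those of Kmt2d KO and 9.0% of those of WT tumours. Cluster 3 held 3.41%, 36.7% and 43.2%, and cluster 2 held 15.7%, 22.6% and 32.2%, in the same order. Cluster 0 was led by interferon-response genes (Ly6a, Ifit3, Ifit1), cluster 2 by Ero1l, Ndrg1, Slc2a1 and Bnip3, and cluster 3 by genes that included Ptgds and Aspn. Cluster 3 met the naming rule for fibroblasts, with 4 of their markers detected, and was kept among the H2BMc clusters because 36.3% of its cells held H2BMc and 77.6% Krt8. Clusters 4 and 5 were led by cell-cycle genes (Top2a, Aurkb, Cdc20, Cenpa). Cells in unnamed clusters made up 7.93% of kept WT cells, 8.69% of Kmt2c KO cells and 42.3% of Kmt2d KO cells. Among them, clusters 1, 6 and 11 held Krt8 at 318, 198 and 362 CPM and H2BMc at 33.8, 38.1 and 53.5 CPM. Cluster 7 held 51.8 and 20.3 CPM. All these values lay above those of stromal and immune cells, so the H2BMc clusters need not hold all tumour cells. The stroma and immune cells comprised 1089 macrophage-like, 434 endothelial-like, 183 fibroblast-like, 121 mural-like, 194 dendritic-like and 17 B cell-like cells, and 570 cells of sub-clusters 3, 5 and 7, called the cluster 9 subset, of which sub-cluster 5 with 199 cells did not meet the rule for T cells. A further 210 cells mixed macrophage and H2BMc-cell transcripts. Macrophage-like cells were led by MHC class II genes and Cd74 beside complement genes.

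The target genes were examined first. Kmt2c was measured in the H2BMc clusters at 45.4, 44.7 and 58.5 CPM in Kmt2c KO libraries 1 to 3, at 49.4, 52.1 and 50.6 CPM in the Kmt2d KO libraries and at 48.4, 48.2 and 46.1 CPM in the WT libraries. Kmt2d was measured at 26.0, 22.5 and 31.9 CPM in the Kmt2c KO libraries, at 25.2, 33.4 and 24.5 CPM in the Kmt2d KO libraries and at 20.0, 17.1 and 16.0 CPM in the WT libraries. Guides against exon 1 leave small insertions and deletions that need not lower the transcript count, so these counts check no label. The log2 fold change of Kmt2c was 0.02 ± 0.09 (SE) in Kmt2c KO against WT (adjusted p = 0.879) and 0.05 ± 0.09 in Kmt2d KO against WT (adjusted p = 0.79999). Kmt2d was higher than in WT by a log2 of 0.56 ± 0.14 in Kmt2c KO (adjusted p = 0.024), above every WT library in 3 of 3 tumours. This call was lost without Kmt2c KO library 3 (adjusted p = 0.0772), WT library 2 (0.0849) or WT library 3 (0.0848). It was also lost with clusters 1, 6, 7 and 11 included (0.0674) and in each of clusters 0, 2, 3, 4 and 5 alone (0.976, 0.150, 0.116, 0.0587 and 0.182), and in cluster 0 its log2 fold change was -0.02. The Kmt2d change in Kmt2d KO was 0.61 ± 0.14 and was not called (adjusted p = 0.0591), although it was called without Kmt2d KO library 2, at a log2 of 0.46.

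To ask whether the tumours separated by genotype, whole expression profiles of the H2BMc clusters were compared. Genotype accounted for 62.2% of the variance between tumours (pseudo-F 4.95), and the exact permutation test over all 280 partitions of the 9 tumours gave p = 0.00714, where the smallest p it can give is 0.00357. The correlation distance gave p = 0.0107. Leaving out 1 library at a time kept this exact p between 0.00357 and 0.0464. Component 1 held 64.1% of the variance and placed the Kmt2c KO tumours at 20.6, 26.2 and 34.1, the WT tumours at -25.6, -27.2 and -22.6, and the Kmt2d KO tumours at -14.2, 22.8 and -14.0. Kmt2d KO library 2 therefore lay among the Kmt2c KO libraries on this component. Its label was kept in every comparison, and values without it are given wherever it decided one. Without it, genotype accounted for 78.4% of the variance (pseudo-F 9.08, exact permutation p = 0.00357).

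**Figure D1:**
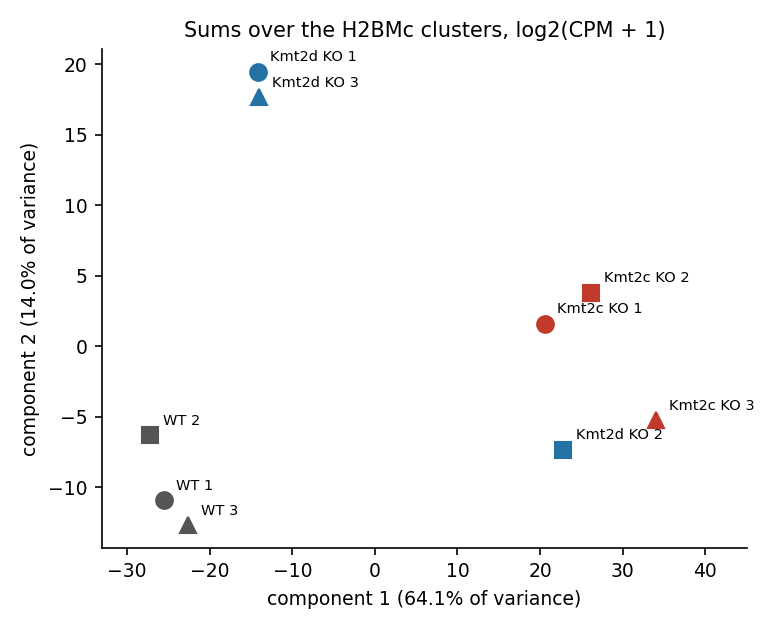
Positions of the 9 tumours on component 1 (64.1% of the variance) and component 2 (14.0%) of the H2BMc-cluster sums, log2(CPM + 1), with 1 point per library and colours for genotype. Kmt2d KO library 2 sits at 22.8 on component 1, among the Kmt2c KO tumours, and the other Kmt2d KO tumours sit at -14.2 and -14.0.

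Which genes differ in tumour cells between each knockout and WT was tested on counts summed over the H2BMc clusters of each tumour. Cluster 3 was included, and the sums held 14845686 to 97461801 UMIs per tumour. The study describes transfecting the cell line with pooled guides against each gene, sorting the cells and injecting them. It describes no independently made knockout lines for these tumours. The tumours of a group thus replicate the mouse and not the knockout. A difference between the injected cell lines was not parted from loss of the gene in any comparison here. Of 15245 genes, edgeR's quasi-likelihood test called 1381 higher and 1444 lower in Kmt2c KO than in WT tumours, 2825 in all, of which 881 had an absolute log2 fold change of at least 1. The alternative that moved this count most was cluster 3 alone, with 731 calls. The count rose to 4589 when Kmt2d KO library 2, which belongs to neither group but enters the shared estimate of spread, was left out. It fell to 1497 without Kmt2c KO library 2, to 1594 without Kmt2c KO library 3, and to 1352, 1235 and 1378 without WT libraries 1, 2 and 3. Within single clusters, 966 genes were called in cluster 0, 2403 in cluster 2, 1440 in cluster 4 and 1074 in cluster 5.

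The same test in Kmt2d KO against WT called 153 genes higher and 201 lower, 354 in all, of which 159 had an absolute log2 fold change of at least 1. DESeq2 called 928, of which 346 were among the 354. Without the low-count filter 479 genes were called and the share called higher was 55.3% in place of 43.2%. In cluster 5 alone 90 genes were called, of which 62.2% were higher. The count rose to 899 without Kmt2d KO library 2. It fell to 219 and 183 without Kmt2d KO libraries 1 and 3, and to 118, 115 and 152 without WT libraries 1, 2 and 3. Between the 2 contrasts, 138 genes were called higher in both, 185 lower in both and 0 in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the 2 contrasts had a Pearson r of 0.837. Because both contrasts share the WT libraries, 20 simulations with every group drawn around the WT means gave a median r of 0.697 (0.663 to 0.732). Their median of 0 shared calls follows from that setting and cannot weigh the shared calls. WT libraries kept 939 to 2380 cells, against 5997 to 14525 in knockout libraries. A difference of the WT libraries as a whole would enter both contrasts and the gene lists below, and was not parted from genotype.

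Whether the 2 knockouts differ from each other was tested directly. Between Kmt2d KO and Kmt2c KO tumours edgeR's quasi-likelihood test called 0 genes, with 2612 genes at an unadjusted p below 0.05, whereas DESeq2 called 593. Without Kmt2d KO library 2 the edgeR count was 3166, and it was 0 without any other library. Cells with at least 1 H2BMc UMI, in place of the H2BMc clusters, gave 11 calls, and no low-count filter gave 237. Clusters 0, 2, 3, 4 and 5 alone gave 9, 567, 86, 1 and 19.

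A list of 17 genes had been fixed for the tumour cells, and the study had chosen most of them on these samples, so that counts adjusted over the list alone are not independent evidence. In Kmt2c KO against WT, 12 genes were called when adjusted over the list alone and 10 when adjusted over all genes tested. In Kmt2d KO against WT the counts were 10 and 4, and between the 2 knockouts 10 and 0. In Kmt2c KO tumours Krt8 was lower (log2 fold change -0.95 ± 0.17, SE; adjusted p = 0.00642; 284 ± 43.8 against 539 ± 16.5 CPM, mean ± SD, n = 3 each). The interferon-response genes were higher. Ly6a, whose reads can be shared with near-identical copies and is therefore uncertain, rose by a log2 of 4.52 ± 0.74 (adjusted p = 0.00414), from 53.8 ± 14.4 to 1275 ± 477 CPM. Bst2 rose by 2.76 ± 0.32 (adjusted p = 0.00109), from 188 ± 18.0 to 1297.5 ± 146 CPM. Ifi27l2a, also of a family of similar copies, rose by 2.26 ± 0.20 (adjusted p = 2.77e-04). Cd274, which encodes the checkpoint ligand PD-L1, rose by 3.19 ± 0.66 (adjusted p = 0.0112), from 4.11 ± 0.788 to 38.1 ± 14.3 CPM, and was no longer called without WT library 2 (adjusted p = 0.0546). In all 26 alternatives to these fits, the log2 fold changes of Bst2 and Ly6a stayed between 1.24 and 3.01, and 2.80 and 4.77.

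Among the matrix metalloproteinase genes, Mmp3 was higher in Kmt2c KO by a log2 of 2.83 ± 0.22 (adjusted p = 2.28e-04) and in Kmt2d KO by 1.88 ± 0.21 (adjusted p = 0.00235). Its level was 33.2 ± 8.26 CPM in WT, 243 ± 63.1 in Kmt2c KO and 126 ± 2.73 in Kmt2d KO (mean ± SD, n = 3 each). The Mmp3 call in Kmt2d KO held when any single library was left out, with adjusted p from 5.38e-04 to 0.0179, and was lost in cluster 2 (0.10) and cluster 4 (0.102) alone. Mmp10 was called higher in Kmt2c KO (log2 fold change 1.63 ± 0.28, adjusted p = 0.00525), and in Kmt2d KO it was 0.72 (adjusted p = 0.220). With single libraries left out, the Kmt2d KO value ranged from 0.40, without Kmt2d KO library 2, to 1.03. Mmp13 had 2 UMIs over all WT tumours. Its ratio to WT was 163 in Kmt2c KO (95% counting interval 45 to 1347) and 28.3 in Kmt2d KO (7.73 to 235). The Mmp13 call in Kmt2d KO (adjusted p = 0.0456) was lost without Kmt2c KO library 3 (0.0629), any Kmt2d KO library but library 3 (0.0835 and 0.0575) or any WT library (0.162, 0.175 and 0.157). It was also lost in a fit of only the 2 groups (0.0516), in cells with an H2BMc UMI (0.127) and in clusters 0 (0.209) and 2 (0.419) alone, and so in 10 of 23 alternatives. In Kmt2c KO the Mmp13 adjusted p was 0.00116, and its fitted log2 fold change went from 7.29 to 11.40 without WT library 2. Mmp12, Mmp1b, whose reads can be shared with a near copy, Ccl5, Cxcl1, Kdm6a and H2BMc were called in no tumour-cell contrast. In Kmt2c KO against WT, Mmp12 was called in 5 of 20 alternatives, among them without Kmt2d KO library 3 (adjusted p = 0.0383). Ccl5 was called in 8 of 26, among them without Kmt2d KO library 2 (0.0112) or WT library 3 (0.0218) and in cluster 4 alone (log2 fold change 5.84, 0.00479). H2BMc was called in 3 of 26, at 0.73 in cells with an H2BMc UMI, which selects for it, 0.88 in cluster 2 and -0.61 in cluster 3.

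In Kmt2d KO tumours the same interferon-response genes varied between libraries. Ly6a was measured at 107, 673 and 101 CPM and Bst2 at 345, 858 and 338 CPM in Kmt2d KO libraries 1, 2 and 3. Against WT, Bst2 was called (log2 fold change 1.41 ± 0.31, adjusted p = 0.0471), and the call was lost without any single Kmt2c KO library (0.0713, 0.0777 and 0.0712) or WT library (0.161, 0.179 and 0.141), and in a fit of only the 2 groups (0.113). Without Kmt2d KO library 2 its log2 fold change was 0.83. Ifi27l2a was called (1.15 ± 0.19, adjusted p = 0.0141), but not without WT library 1 (0.0782) or WT library 2 (0.0763). Ly6a (2.40 ± 0.67, adjusted p = 0.102), Cd274 (1.68 ± 0.65, adjusted p = 0.217) and Krt8 (-0.49, adjusted p = 0.170) were not called, and without Kmt2d KO library 2 the log2 fold changes of Ly6a and Cd274 were 0.92 and 0.42. Ly6a was called without the low-count filter (2.41, 0.0217) and in cluster 3 alone (1.35, 0.0205), and Krt8 in cluster 0 alone (-0.74, 0.0472).

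Between Kmt2d KO and Kmt2c KO none of the fixed genes was called over all genes tested, with log2 fold changes of -2.13 ± 0.66 for Ly6a (adjusted p = 0.172), -1.35 ± 0.31 for Bst2 (0.129), -1.11 ± 0.19 for Ifi27l2a (0.114), -1.51 ± 0.57 for Cd274 (0.229) and -0.95 ± 0.21 for Mmp3 (0.129). Without Kmt2d KO library 2 all of these were called, at -3.60 for Ly6a, -1.92 for Bst2, -1.38 for Ifi27l2a, -2.77 for Cd274 and -0.95 for Mmp3. Without it Mmp10 (-1.22), Mmp13 (-2.82), Mmp1b (-1.86), Ccl5 (-2.60), Krt8 (0.63) and H2BMc (-0.54) were called too. With that library kept, DESeq2 called Bst2 (adjusted p = 0.0296), Ifi27l2a (7.16e-06), Mmp3 (9.06e-04), Mmp10 (0.0213) and Mmp13 (3.31e-05), and no low-count filter called Bst2 (0.0193), Ifi27l2a (0.00921), Mmp3 (0.0200) and Mmp13 (0.0103). Cluster 2 alone called H2BMc (0.0395), Ly6a (0.0278), Bst2 (0.0197), Ifi27l2a (0.0278), Cd274 (0.0235), Mmp3 (0.0278) and Mmp13 (0.0260), cluster 3 alone Ly6a (0.0281) and Bst2 (0.0467), and cluster 5 alone Ifi27l2a (0.0211), all lower in Kmt2d KO.

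**Figure D2:**
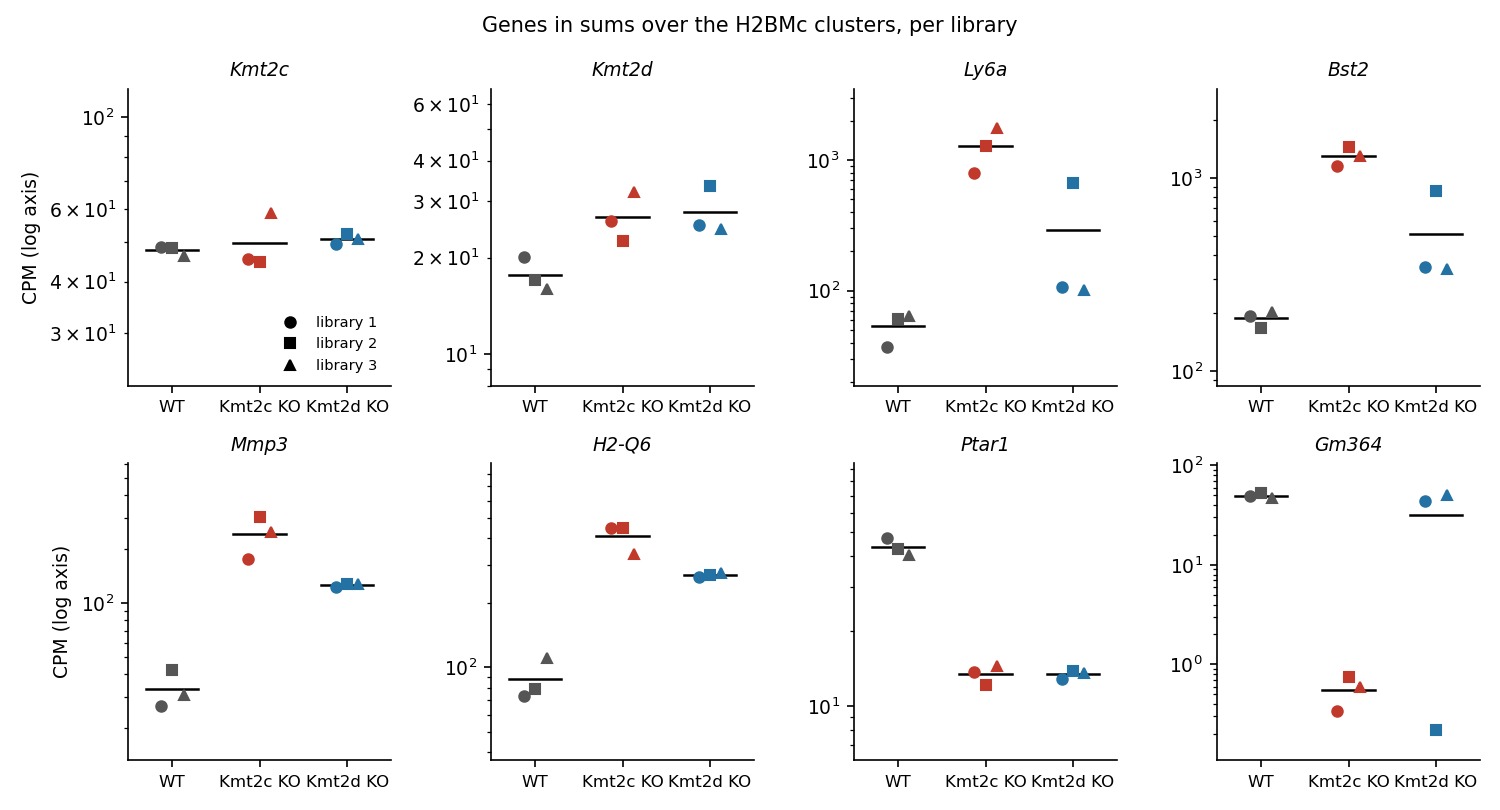
CPM of Kmt2c, Kmt2d, Ly6a, Bst2, Mmp3, H2-Q6, Ptar1 and Gm364 in the H2BMc-cluster sums, on log axes, with 1 point per library and a line at each group mean (n = 3 each). Bst2 was measured at 858 CPM in Kmt2d KO library 2 and at 345 and 338 CPM in the other Kmt2d KO libraries, while Mmp3 lay close to its mean of 126 CPM in all 3.

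By the rule fixed for naming genes by size, with no overlap between the 3 KO and 3 WT tumours (which chance gives for 10% of genes), the largest rises in Kmt2c KO were C3 (log2 fold change 5.89 ± 0.81, adjusted p = 0.00205), Lcn2 (4.71 ± 0.99, 0.0118), Ly6c1 (4.67 ± 0.59, 0.00147), F830016B08Rik (4.59 ± 1.05, 0.016) and C4b (4.56 ± 0.83, 0.0068). Ly6c1 and C4b have near-identical copies and are uncertain. Lcn2 was lost without WT library 1 (0.0525) and in cluster 5 alone (0.0518), and F830016B08Rik without WT library 1 (0.058), 2 (0.0745) or 3 (0.0543) and in clusters 4 (0.0685) and 5 (0.0541) alone. The largest falls were Gm364 (-6.51 ± 1.29, 0.00947), Mrgprx2 (-5.37 ± 0.70, 0.00161), Col3a1 (-4.08 ± 0.66, 0.00393), Cavin2 (-2.66 ± 0.21, 2.28e-04) and Col5a2 (-2.64 ± 0.40, 0.00308). In Kmt2d KO the rises were C3 (4.40 ± 0.78, adjusted p = 0.0195), Ly6c1 (2.66 ± 0.57, 0.0435), Mmp3, H2-Q6 (1.58 ± 0.18, 0.00204) and Apod (1.42 ± 0.26, 0.0217). H2-Q6, which also has near-identical copies, was measured at 87.7 ± 20.0 CPM in WT, 411 ± 62.7 in Kmt2c KO and 269.6 ± 5.25 in Kmt2d KO (mean ± SD, n = 3 each). Without WT libraries 1, 2 or 3, C3 (0.0982, 0.0974 and 0.0899), Ly6c1 (0.157, 0.16 and 0.159) and Apod (0.0941, 0.0788 and 0.103) were no longer called. Ly6c1 was also lost without Kmt2c KO libraries 1, 2 or 3 (0.0543, 0.0746 and 0.0604). The log2 fold change was 3.07 for C3 and 1.69 for Ly6c1 without Kmt2d KO library 2. A fit of only the 2 groups lost C3 (0.0501) and Ly6c1 (0.0908). In single clusters C3 was lost in 2, 4 and 5 (0.115, 0.0609 and 0.0916), Ly6c1 in 4 and 5 (0.0599 and 0.0993) and Apod in 2, 4 and 5 (0.241, 0.20 and 0.359). The falls in Kmt2d KO were Ogn (-1.99 ± 0.27, 0.00509), Ptar1 (-1.74 ± 0.08, 1.36e-05), Pcdh9 (-1.40 ± 0.19, 0.00536), Brinp3 (-1.34 ± 0.23, 0.0169) and Gm12415 (-1.21 ± 0.17, 0.00536). Brinp3 was lost without Kmt2d KO library 3 (0.0573) or WT library 1 (0.0731), 2 (0.0763) or 3 (0.0572), in the 2-group fit (0.0611), with clusters 1, 6 and 11 included (0.0555) and in clusters 0, 4 and 5 alone (0.191, 0.0600 and 0.133). Single clusters also lost Ogn (cluster 4, 0.594), Pcdh9 (cluster 0, 0.0548) and Gm12415 (cluster 5, 0.0595). Ptar1 fell from 43.6 ± 3.46 CPM in WT to 13.4 ± 0.483 in Kmt2d KO and was 13.5 ± 1.22 in Kmt2c KO.

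Whether whole programmes moved was tested with 9 gene lists by limma's camera. In Kmt2c KO against WT 7 lists were called. The type I interferon response was higher (median log2 fold change 2.52, 32 of 32 genes up, adjusted p = 7.37e-18), as were the interferon gamma response (3.33, 24 of 24 genes, 5.17e-12), MHC class I presentation (1.58, 2.06e-13) and the NF-kB response (0.66, 5.04e-06). MYC targets (-0.19, 1.58e-04), oxidative phosphorylation (-0.18, 9.63e-07) and cytosolic ribosomal proteins (-0.25, 1.41e-09) were lower. The immune checkpoint list (0.23, 0.0618) and the EMT (epithelial to mesenchymal transition) list (0.924) were not called, and the EMT test pointed up while its median (-0.15) and mean (-0.01) lay below 0. The checkpoint list was called without Kmt2c KO library 1 (0.0462) or Kmt2d KO library 2 (0.0427). The median of the NF-kB list was 0.44 without WT library 1, and without Kmt2c KO library 3 the medians of MYC targets and oxidative phosphorylation were -0.09 and -0.07. The most moving alternative was the inter-gene correlation estimated from the data, under which none of the lists was called in any contrast. Under fry the type I interferon (0.0208), interferon gamma (0.0345), MHC class I (0.00945), ribosomal (0.0208) and checkpoint (0.0345) lists were called in Kmt2c KO against WT. Fry called MHC class I (0.0448) and ribosomal proteins (0.0495) in Kmt2d KO against WT, and MHC class I (0.0495) and the checkpoint list (0.0495) between the knockouts.

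In Kmt2d KO against WT camera called 6 lists. The type I interferon response had a median of 1.00 with 31 of 32 genes up (adjusted p = 9.42e-10), the interferon gamma response 1.28 (1.03e-05) and MHC class I presentation 0.70 (1.83e-10). Without Kmt2d KO library 2 these stayed called, with medians of 0.48 (8.94e-07), 0.40 (0.00585) and 0.36 (6.28e-09). MYC targets (-0.11, 0.00625), oxidative phosphorylation (-0.14, 1.59e-08) and ribosomal proteins (-0.17, 7.00e-09) were lower, and MYC targets lost the call and had a median of -0.07 without WT library 3 (0.199). The NF-kB list (0.09, 0.228), called without Kmt2d KO library 3 (0.0178), the checkpoint list (0.698) and the EMT list (0.872) were not called. Between Kmt2d KO and Kmt2c KO 7 lists were called, with medians of -1.435 for type I interferon (1.35e-19), -1.96 for interferon gamma (4.62e-13), -0.71 for MHC class I (1.33e-12), -0.63 for NF-kB (7.38e-09), -0.29 for checkpoint (0.00116), 0.12 for MYC targets (0.00216) and 0.08 for ribosomal proteins (2.44e-04). Without Kmt2d KO library 2 the type I interferon median was -2.01. MYC targets (0.332) and ribosomal proteins (0.318) lost the call without Kmt2c KO library 3, the ribosomal median was 0.12 without Kmt2c KO library 1, and oxidative phosphorylation (0.178) gained one without Kmt2c KO libraries 1 (0.00189) or 2 (0.025) or Kmt2d KO library 2 (0.0411). The EMT list (0.481) had a median of 0.01 beside a test that pointed down. The mean log2 CPM of the type I interferon list was 3.78, 3.52 and 4.15 in the WT libraries, 5.92, 6.37 and 6.45 in the Kmt2c KO libraries and 4.24, 5.93 and 4.28 in the Kmt2d KO libraries.

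Since the clusters mixed differently in each group, the type I interferon list was also tested within clusters 0, 2, 3, 4 and 5. The median log2 fold change was 0.84, 1.93, 0.84, 3.22 and 3.23 in Kmt2c KO against WT and 0.61, 0.64, 0.34, 1.41 and 1.61 in Kmt2d KO against WT, and the list was called in each. The NF-kB list in Kmt2c KO against WT was not called in clusters 0 (adjusted p = 0.708), 3 (0.240) and 5 (0.0797), nor by fry (0.0682). The falls of MYC targets and oxidative phosphorylation were less stable than that of ribosomal proteins, which in both knockouts against WT lost their call only with the estimated correlation. In Kmt2c KO against WT MYC targets were not called by fry (0.0627) or in cluster 2 (0.281, median 0.09), nor oxidative phosphorylation by fry (0.0743) or in cluster 0 (0.950, median 0.04). In Kmt2d KO against WT MYC targets were not called by fry (0.256) or in clusters 2 (0.923) and 3 (0.0695), nor oxidative phosphorylation (0.116) and the interferon gamma list (0.244) by fry. Between the knockouts MYC targets were not called by fry (0.256), in clusters 0 (0.183), 2 (0.190, median -0.08) and 4 (0.0628) or with clusters 1, 6 and 11 included (0.0524). Ribosomal proteins were not called there by fry (0.221), in cells with an H2BMc UMI (0.126), in cluster 2 (0.801) or with clusters 1, 6 and 11 included (0.144). The NF-kB list was lost by fry (0.108) and in clusters 0 (0.813) and 3 (0.362), the interferon gamma list by fry (0.0863), and the checkpoint list in clusters 0 (0.209), 3 (0.0695) and 5 (0.0789). Calls gained were oxidative phosphorylation between the knockouts in clusters 0 (0.00129, lower in Kmt2d KO), 2 (5.73e-05, higher) and 5 (0.0362, higher), the checkpoint list in Kmt2c KO against WT in clusters 2 (0.0364) and 4 (0.0387), and the EMT list in cluster 4 in both knockouts against WT (0.0387 each) and in cluster 2 between them (0.0120). Leaving out the genes the study names kept the type I interferon list called, at 6.66e-16 in Kmt2c KO and 1.97e-08 in Kmt2d KO against WT, and 1.73e-17 between the knockouts.

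**Figure D3:**
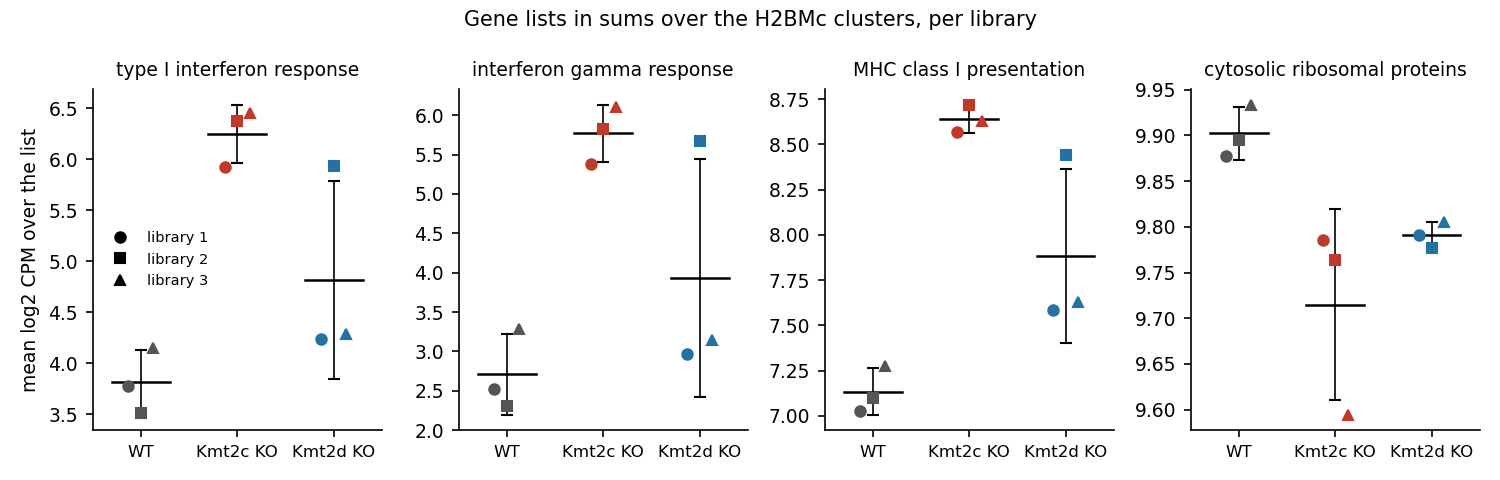
Mean log2 CPM over the type I interferon, interferon gamma, MHC class I and cytosolic ribosomal protein lists in the H2BMc-cluster sums, with 1 point per library, a line at the group mean and bars of 1 SD (n = 3 each). For type I interferon, Kmt2d KO library 2 sits at 5.93 and the other Kmt2d KO libraries at 4.24 and 4.28, all above the highest WT value of 4.15.

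To compare immune checkpoint transcripts as a single value, CPM were summed over the checkpoint list in the H2BMc clusters. The sum was 389.6 ± 2.27 in WT, 561 ± 52.9 in Kmt2c KO and 453 ± 45.3 in Kmt2d KO tumours (mean ± SD, n = 3 each), and the exact permutation test of the Kruskal-Wallis statistic over 1680 assignments gave p = 0.0107 (smallest reachable 0.00357). All 3 tumours of each knockout lay above all 3 WT tumours, and each two-sided exact permutation test against WT gave p = 0.10, the smallest that 3 against 3 allow. Averaged as log2(CPM + 1) over the list, the exact p was 0.0857.

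The make-up of the tumours was compared as the share of each class among kept cells, with 8 shares in the family. No share passed the adjusted threshold. Endothelial-like cells made up 4.28% ± 1.38 in WT, 0.444% ± 0.0183 in Kmt2c KO and 0.573% ± 0.204 in Kmt2d KO tumours (SD, n = 3 each; exact permutation p = 0.05, adjusted 0.20). Mural-like cells made up 1.13% ± 0.136, 0.197% ± 0.0740 and 0.0887% ± 0.0399 (exact permutation p = 0.0107, adjusted 0.0857). For both classes all 6 KO tumours lay below all 3 WT tumours, and each two-sided exact permutation test against WT gave p = 0.10 (adjusted 0.267). Endothelial-like cells numbered 28 to 72 per tumour. The stricter cell filter moved the adjusted exact p to 0.0286 for endothelial-like and 0.0429 for mural-like cells, and mural-like cells also passed without Kmt2d KO library 1 (0.0429). As shares of the stromal and immune cells, the adjusted exact p was 0.4625 for both. Macrophage-like cells made up 5.61% ± 3.11, 2.69% ± 1.82 and 1.19% ± 0.844 (adjusted exact p = 0.352), and the cluster 9 subset made up 2.18% ± 0.914, 1.5% ± 1.43 and 0.605% ± 0.704. The H2BMc clusters made up 76.9% ± 5.62, 85.6% ± 1.09 and 61.8% ± 24.2, and their adjusted exact p of 0.437 became 0.0429 without Kmt2d KO library 1. Unnamed clusters 1, 6 and 11, which also held H2BMc and Krt8, lay outside this share, so it is no count of all tumour cells. The adjusted exact p was 0.437 for the cluster 9 subset, dendritic-like and B cell-like cells and 0.629 for fibroblast-like cells.

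**Figure D4:**
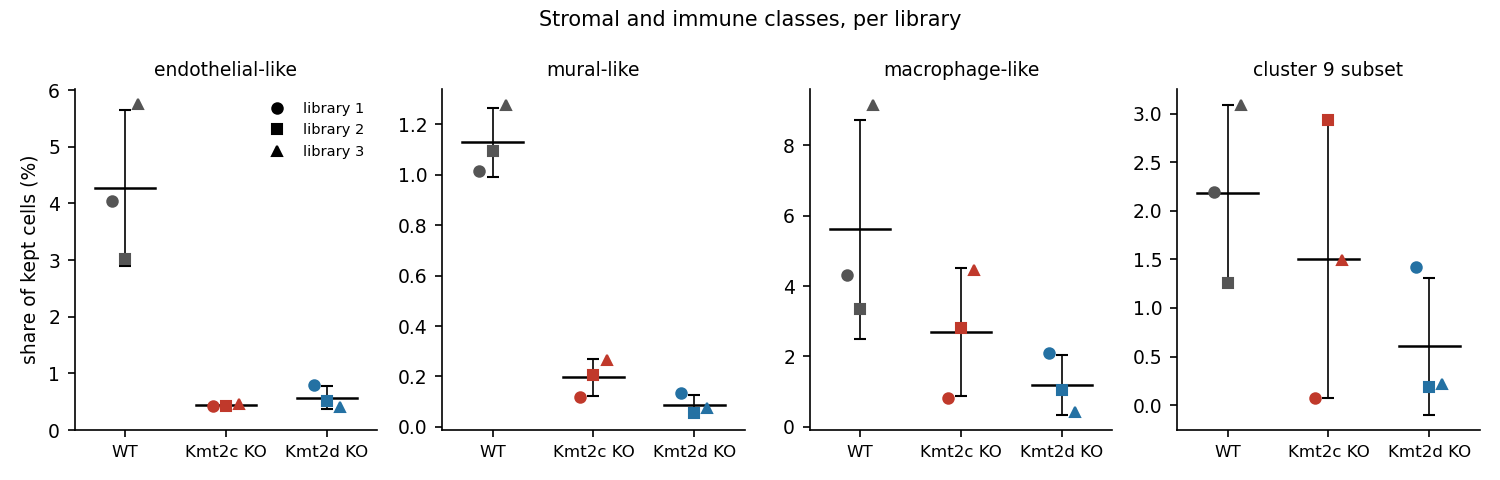
Share of kept cells (%) in the endothelial-like, mural-like and macrophage-like classes and in the cluster 9 subset, with 1 point per library, a line at the group mean and bars of 1 SD (n = 3 each). The mean endothelial-like share was 4.28% in WT, 0.444% in Kmt2c KO and 0.573% in Kmt2d KO tumours.

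In endothelial-like cells, where the question was whether the surrounding vessels respond to the genotype of the tumour cells, sums of 165746 to 507824 UMIs per tumour allowed 5332 genes to be tested. In Kmt2c KO against WT 241 genes were called higher and 104 lower, 345 in all. The count moved most, to 92, without Kmt2c KO library 3, and was 205 without Kmt2c KO library 2, 610 without Kmt2d KO library 2, and 126, 154 and 193 without WT libraries 1, 2 and 3. In Kmt2d KO against WT 3 genes were called, 2 higher and 1 lower, with 522 at an unadjusted p below 0.05 and 21 by DESeq2. That count was 5 without Kmt2c KO library 1 or 2, 2 without Kmt2c KO library 3 or Kmt2d KO library 3, 21 without Kmt2d KO library 1, 16 without Kmt2d KO library 2, 1 without WT library 2 and 0 without WT library 1 or 3. Of the 4 genes fixed here, H2-Eb2 had 0 UMIs and was not tested. The other 3 were called in Kmt2c KO both adjusted over the list alone and over all genes, and in Kmt2d KO in 3 and 0 cases. In Kmt2c KO the log2 fold change was 4.62 ± 0.90 for Cd74 (adjusted p = 0.00815), 3.88 ± 0.62 for H2-Ab1 (0.00284) and 3.55 ± 0.83 for Cxcl9 (0.0204). Cxcl9 was lost without Kmt2c KO library 3 (0.069) or WT library 1 (0.088) or 2 (0.0801). Cd74 was measured at 95 ± 64.7 CPM in WT, 2364 ± 347 in Kmt2c KO, and 93.4, 2286 and 153 CPM in Kmt2d KO libraries 1, 2 and 3. In Kmt2d KO its log2 fold change was 3.13 (adjusted p = 0.231), and 0.32 without Kmt2d KO library 2. Cd74 and H2-Ab1 (2.28, 0.231) were called in Kmt2d KO without Kmt2d KO library 1 (0.0378 each), and Cxcl9 was not called (2.60, 0.297). H2-Ab1 stood at 0.64 and Cxcl9 at 0.62 without Kmt2d KO library 2. Without the low-count filter all 3 were called in Kmt2d KO (7.75e-39 for Cd74, 1.63e-30 for Cxcl9 and 8.32e-17 for H2-Ab1). The largest rises by rule in Kmt2c KO were Ido1, Cd74 and Serping1. Ido1 had 2 WT UMIs and a ratio of 140 (95% counting interval 38.0 to 1169), with an adjusted p of 0.0094 that became 0.0515 without Kmt2c KO library 3 and 0.106 by DESeq2. Serping1 (4.39 ± 0.94, 0.0125) was lost without Kmt2c KO library 3 (0.0541) or WT library 1 (0.0666). In Kmt2d KO the rises were Adamts7 (1.35 ± 0.21, 0.0199) and H2-Q6 (1.07 ± 0.18, 0.0441). Both were lost without any WT library (Adamts7 0.149, 0.169 and 0.0861; H2-Q6 0.173, 0.178 and 0.0861), and H2-Q6 also without Kmt2c KO library 3 (0.0812) or Kmt2d KO library 3 (0.0717). A fit of only the 2 groups lost both (0.0510 each), and leaving out cells with an H2BMc UMI lost H2-Q6 (0.0584). The 1 gene called lower was Gja4 (-4.04 ± 0.57, adjusted p = 0.015), which lay outside the rule and was chosen after its values were seen.

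Macrophage-like cells were tested to ask the same of the most numerous immune class, with 51 to 268 cells and 169711 to 572971 UMIs per tumour and 4534 genes. In Kmt2c KO against WT 226 genes were called higher and 105 lower, 331 in all. The class pooled sub-clusters 0 and 2, and sub-cluster 0 made up 52.1% of it in WT, 85.1% in Kmt2c KO and 55.0% in Kmt2d KO tumours, so that part of this count can follow the mix. Tested alone, which leaves fewer cells, sub-cluster 0 gave 102 genes higher and 39 lower in Kmt2c KO, 113 of them among the 331, and sub-cluster 2 gave 61 and 52, with 72 shared. The pooled count was 101 without Kmt2c KO library 2, 63 without Kmt2c KO library 3, 519 without Kmt2d KO library 2, and 99, 188 and 199 without WT libraries 1, 2 and 3. In Kmt2d KO against WT edgeR's quasi-likelihood test called 0 genes, with 276 at an unadjusted p below 0.05 and 0 by DESeq2. It called 4 without Kmt2d KO library 2, 1 each without Kmt2c KO library 1 or Kmt2d KO library 3, 0 in sub-cluster 0 alone and 1 in sub-cluster 2 alone. The whole of cluster 8, which adds dendritic-like and unnamed cells and cells mixed with H2BMc cells, gave 597 calls in Kmt2c KO and 125 in Kmt2d KO. The largest rises by rule in Kmt2c KO were Ly6a (3.81 ± 1.02, adjusted p = 0.0337), Ly6i (3.77 ± 0.73, 0.00835) and Gm15056 (3.73 ± 1.06, 0.0452), the Ly6 genes being uncertain because of similar copies. Ly6i stayed called without any single library. The log2 fold change of Gm15056 ranged from 3.28 to 7.81 with single libraries left out. In sub-cluster 0 alone Ly6a (3.79, 0.0302) and Ly6i (3.24, 0.00867) were called and Gm15056 was not (0.0842). In sub-cluster 2 alone Ly6a was called (3.78, 0.0266) and the other 2 were not tested. Ly6a and Gm15056 were lost without each Kmt2c KO library (Ly6a 0.0641, 0.0841 and 0.116; Gm15056 0.0713, 0.178 and 0.0979) and each WT library (Ly6a 0.143, 0.107 and 0.0773; Gm15056 0.156, 0.121 and 0.0773). The stricter cell filter lost both (0.0609 and 0.0828), and Gm15056 was also lost by DESeq2 (0.271) and in the whole of cluster 8 (0.0930). The log2 ratio of the M1 genes (Cd68, Ccl5, Socs3) over the M2 genes (Mrc1, Vegfa, Cd200r1) was -0.33 ± 0.46 in WT, 1.74 ± 0.24 in Kmt2c KO and 0.16 ± 0.99 in Kmt2d KO tumours (mean ± SD, n = 3 each; exact permutation p = 0.0714). Against WT, the two-sided exact permutation p was 0.10 in Kmt2c KO, the smallest reachable, and 0.6 in Kmt2d KO. The ratio was also taken within each sub-cluster, because the pooled value mixes them in unequal parts. It was -0.05 in WT, 1.71 in Kmt2c KO and 0.41 in Kmt2d KO in sub-cluster 0 alone (exact permutation p = 0.025), and -0.84, 2.64 and -0.19 in sub-cluster 2 alone (0.05).

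T cells were approached through the cluster 9 subset, in the 7 tumours with at least 20 such cells, which left out Kmt2c KO library 1 and Kmt2d KO library 2. The parts of the subset differed between groups. Over all tumours sub-clusters 3, 5 and 7 made up 32.9%, 55.3% and 11.8% of it in WT, 37.1%, 32.6% and 30.3% in Kmt2c KO, and 58.9%, 27.9% and 13.2% in Kmt2d KO. With 28, 47 and 10 WT cells they could not each be tested, so a change in the mix was not parted from a change within cells in any result below. Of 1202 genes, 10 were called higher and 5 lower in Kmt2c KO than in WT, 15 in all. The count was 5 without Kmt2c KO library 2, 7 without WT library 1, 24 without Kmt2d KO library 1 and 45 without Kmt2d KO library 3. In Kmt2d KO against WT 1 gene was higher and 2 lower, with 158 at an unadjusted p below 0.05 and 0 by DESeq2. That count of 3 was 19 and 17 without Kmt2c KO libraries 2 and 3, 13 without Kmt2d KO library 3, 35 without WT library 2 and 0 without WT library 3. Of the 3 genes fixed here Cd8a was not tested, and Cd4 (log2 fold change -0.22 in Kmt2c KO, adjusted p = 0.887; 0.10 in Kmt2d KO, 0.932) and Foxp3 (0.22, 0.887; 0.45, 0.633) were called neither over all genes nor adjusted over the list alone. In sub-clusters 3 and 7 alone, the T cell-like part, 1 gene was called in Kmt2c KO and 0 in Kmt2d KO, and in the whole of cluster 9 75 and 43. The log2 fold change of Foxp3 in sub-clusters 3 and 7 alone was -0.38 in Kmt2c KO and -0.30 in Kmt2d KO. With single libraries left out of the subset it ranged from -0.16 to 1.38 in Kmt2c KO and from 0.12 to 1.70 in Kmt2d KO. The rises by rule in Kmt2c KO were Prf1 (3.27 ± 0.75, 0.0121), lost without Kmt2c KO library 2 (0.393) or 3 (0.127) and by DESeq2 (0.0955), Ccl3 (3.22 ± 0.57, 5.09e-04), lost without Kmt2c KO library 2 (0.294), and Ly6a (2.97 ± 0.45, 3.47e-05). In sub-clusters 3 and 7 alone Prf1 (3.35, 0.174) and Ccl3 (3.01, 0.0586) were no longer called and Ly6a was (2.88, 2.64e-04). Sub-cluster 7, whose share was larger in Kmt2c KO, had Ccl3 and Nkg7 among its leading genes. In Kmt2d KO the rise was Lgals7, with 1 WT UMI and a ratio of 37.4 (95% counting interval 6.45 to 1504), whose adjusted p of 0.022 became 0.0534 without Kmt2d KO library 1, 0.109 without WT library 3, 0.0526 by DESeq2 and 0.321 in sub-clusters 3 and 7 alone (log2 fold change 4.15). The 2 genes called lower, Zbtb16 (-4.64 ± 1.00, 0.022) and Clnk (-3.90 ± 0.89, 0.0308), lay outside the rule and were chosen after their values were seen. Of 5 T cell modules, summed CPM of the regulatory list (Ctla4, Foxp3, Tigit) were 1122 ± 143 in WT (n = 3), 1476 ± 173 in Kmt2c KO (n = 2) and 1924 ± 518 in Kmt2d KO (n = 2), with an exact permutation p of 0.0476 (adjusted 0.238; 210 assignments, smallest reachable 0.0286). The order of these means is that of the shares of sub-cluster 3, which Ctla4 helped to lead. The cytotoxic list (Gzma, Gzmb, Prf1) was 491 ± 397, 992 ± 26.0 and 172 ± 183 (adjusted exact p = 0.262), and Cd4 (0.562), Cd8a (0.476) and the exhausted list (0.476) passed no threshold either. The inflammatory and myofibroblastic fibroblast modules (adjusted exact p = 0.333 each) rested on 1 WT, 2 Kmt2c KO and 2 Kmt2d KO tumours with at least 20 fibroblast-like cells, where the smallest reachable p was 0.20.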

Values the study reported

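The study reported loading approximately 26,000 single cells onto the instrument, and does not say whether this was per library or in all. It kept cells with more than 500 and fewer than 7500 genes and under 15% mitochondrial counts.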

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

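All tests in this part were chosen only after the results were seen. The 3 patterns below are cells of unnamed clusters, which entered the gene comparisons only as alternatives and the shares only in the denominator. Each is a share far above that of any WT library. Each comes nearly whole from a single library, so that a group difference cannot be read from any of them, and no biological explanation was tested.

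Cluster 1 held 57.4% of the kept cells of Kmt2d KO library 3, while the highest share in a WT library was 1.81% and the other knockout libraries held 0.446% to 5.09%. Its leading genes included Jarid2, Il31ra and Lars2 beside unnamed transcripts, and its median cell held 1361 UMIs. The leading genes were lower in the H2BMc clusters of that library than in the highest other library (median log2 ratio -0.87, and -0.36 over the median of the other libraries). This cannot decide on an RNA species spread over the whole library, because clustering can have moved cells high in these genes into cluster 1. Low depth alone is argued against as the whole cause, because only 15.2% of the 2712 cells of that depth in the other libraries fell in cluster 1, against 96.9% in Kmt2d KO library 3. Damaged cells, nuclei without cytoplasm and a batch effect of that library stay open and were not tested.

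Cluster 6 held 33.1% of the kept cells of Kmt2d KO library 2, while the highest share in a WT library was 0.338%. Histone transcripts (Hist1h3e, Hist1h1b) and the ribosomal RNA transcript Gm42418 led it, and its median cell held 2786 UMIs. An RNA species spread over the whole library and one confined to the cluster cannot be told apart, because the median log2 ratio of the leading genes in the H2BMc clusters of that library over the highest other library was 0.0343, with some of the genes on either side, while over the median of the other libraries it was 0.446.

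Cluster 11 held 3.32% of the kept cells of Kmt2c KO library 1 and no cell of a WT library. Gm20628, Uimc1 and Hist4h4 led it. An RNA species spread over the whole library and one confined to the cluster cannot be told apart, because the median log2 ratio of the leading genes was -0.45 over the highest other library but 0.0873 over the median of the others. Droplets with 2 cells cannot be told apart from single cells here, because the median UMI count was 1.49 times that of the H2BMc clusters of the same library, between the ratios of 1 and 2 that single and paired cells would give, and the median doublet score of 0.0153 against 0.0615 comes from a caller that has not worked.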

How the results depend on the processing

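The alternatives chosen only after results were seen were the single clusters, unnamed clusters included, the highest doublet scores left out, whole clusters with mixed cells, sub-clusters 3 and 7, sub-clusters 0 and 2 each alone, the H2BMc clusters as denominator, interferon and MHC genes left out and lower minimum cell numbers for modules. No paired analysis was possible because the libraries carry no replicate number that could be matched to the labels. Not run were the stricter cell filter and a minimum of 50 cells in the cluster 9 subset, where too few tumours were left, and a minimum of 50 macrophage-like cells, which removes no tumour. Genes for which DESeq2 gave no adjusted p were left out. With a Kmt2c KO or Kmt2d KO library left out of the cluster 9 subset, that group had 1 tumour, assumed to vary like the others.

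Counts of called genes moved by over 1.5 times in 91 of 179 alternatives, and 88 stayed within that range. Except where the construction of the alternative shows it, as with a fold threshold, the cause was not tested. An absolute log2 fold change of at least 1 left 881 genes in tumour cells of Kmt2c KO against WT and 159 in Kmt2d KO against WT. Without the low-count filter, 237 genes were called between the knockouts, 604 and 148 in endothelial-like cells of Kmt2c KO and Kmt2d KO, 633 and 66 in macrophage-like cells, and 52 and 10 in the cluster 9 subset, in the same order. DESeq2 called 928 genes in tumour cells of Kmt2d KO against WT and 593 between the knockouts, 21 in endothelial-like cells of Kmt2d KO, 218 in macrophage-like cells of Kmt2c KO, and 6 and 0 in the cluster 9 subset. Fits of only the 2 groups compared called 192 in tumour cells of Kmt2d KO, 546 and 0 in endothelial-like cells, 545 and 1 in macrophage-like cells and 12 in the cluster 9 subset of Kmt2d KO. The stricter cell filter called 137 in macrophage-like cells of Kmt2c KO. Cells with an H2BMc UMI gave 11 calls between the knockouts. A minimum of 50 endothelial-like cells left 1 Kmt2c KO, 1 Kmt2d KO and 2 WT tumours, so that all spread came from the 2 WT tumours. It gave 72 calls in Kmt2d KO, of which 2 were among the 3, and this cannot be weighed as a test of that count.

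Whole clusters, with their mixed cells and sub-clusters of other classes, gave 21 calls in endothelial cells of Kmt2d KO, 597 and 125 in macrophages and 75 and 43 in cluster 9. Sub-clusters 3 and 7 alone, which hold fewer cells, gave 1 and 0. Among macrophage-like cells, sub-cluster 0 alone gave 141 calls in Kmt2c KO and 0 in Kmt2d KO, and sub-cluster 2 alone 113 and 1. Within clusters 0, 3, 4 and 5 alone, 966, 731, 1440 and 1074 genes were called in Kmt2c KO against WT. Within clusters 0, 2, 4 and 5, 146, 167, 207 and 90 were called in Kmt2d KO against WT. Between the knockouts clusters 0, 2, 3, 4 and 5 gave 9, 567, 86, 1 and 19.

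Leaving out 1 library at a time moved the tumour-cell counts between 1235 and 4589 in Kmt2c KO, between 115 and 899 in Kmt2d KO and between 0 and 3166 between the knockouts, where 3166 was reached without Kmt2d KO library 2 and 0 without each of the others. The ranges were 92 to 610 and 0 to 21 in endothelial-like cells, 63 to 519 and 0 to 4 in macrophage-like cells, and 5 to 45 and 0 to 35 in the cluster 9 subset, for Kmt2c KO and Kmt2d KO.

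Of 2042 values of named genes, 178 changed their call, 117 losing and 59 gaining it, and 2 reversed, both in Kmt2c KO against WT. These were Kmt2d at -0.0175 in cluster 0 alone and H2BMc, which had not been called at 0.24, at -0.61 in cluster 3 alone. The cause was not tested. Kmt2d in Kmt2d KO against WT became called without the low-count filter (log2 fold change 0.63), by DESeq2 (0.61), on thinned sums (0.60), with the stricter cell filter (0.65), with clusters 1, 6 and 11 included (0.66) and in cluster 3 alone (0.67), and ranged from 0.46 to 0.69 with single libraries left out.

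Of 492 gene list values 69 changed their call, 54 losing and 13 gaining it, and 2 were called in the other direction. These were the EMT list, higher in Kmt2d KO than in WT in cluster 4 alone (adjusted p = 0.0387), and oxidative phosphorylation, lower in Kmt2d KO than in Kmt2c KO in cluster 0 alone (0.00129), neither called before. With the inter-gene correlation estimated from the data, 0 lists were called in each of the 3 contrasts, and the type I interferon list had an adjusted p of 0.380 in Kmt2c KO against WT, 0.447 in Kmt2d KO against WT and 0.380 between the knockouts. That estimate is taken from spread shared by the genes of a list within genotypes, and its size is not given here. The preset of 0.01 allows for little such spread, so the camera calls above rest on it. Fry called 2 lists in Kmt2d KO against WT and 2 between the knockouts, with the type I interferon list at 0.129 and 0.0627. The type I interferon list kept its call in all 3 contrasts in each single cluster and without each single library.

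The exact permutation p of the separation by genotype stayed below 0.05 in all 13 alternatives. Of 198 values per tumour 8 changed sides of the threshold. The adjusted exact p of the endothelial-like share became 0.0286 with the stricter cell filter, 0.025 over the H2BMc clusters and 0.4625 over the stromal and immune cells, and ranged from 0.0857 to 0.486 with single libraries left out. That of the mural-like share became 0.0429 with the stricter filter and 0.4625 over the stromal and immune cells, and ranged from 0.0429 without Kmt2d KO library 1 to 0.257 with single libraries left out. The H2BMc share ranged from 0.0429 without Kmt2d KO library 1 to 0.686. The M1 to M2 ratio, at 0.0714 before, was 0.025 in sub-cluster 0 alone and 0.05 in sub-cluster 2 alone. Its exact p reached 0.296 among the 5 alternatives other than libraries left out. It ranged from 0.0607 to 0.164 with single libraries left out. The checkpoint module was 0.0857 as a mean of log2(CPM + 1). The myofibroblastic module was 0.00714 over tumours with at least 3 fibroblast-like cells, too few for a level in each tumour. The causes were not tested.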

Other observations

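The tests of Kmt2d KO library 2 and of the endothelial-like share in this part were chosen only after the results were seen, and the splits and the tests of free RNA were planned.

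With 3 tumours against 3 there are 10 splits, the real one included, so that chance can be excluded for none of these counts. Splits with as many calls numbered 1 for tumour cells of Kmt2c KO against WT and 1 for Kmt2d KO against WT. They numbered 1 for endothelial-like cells of Kmt2c KO and 2 of Kmt2d KO, where another split gave 8 calls, and 1 for macrophage-like cells of Kmt2c KO. For tumour cells of Kmt2d KO against Kmt2c KO and macrophage-like cells of Kmt2d KO the real split called 0 genes, so that all 10 splits reach it by construction and nothing can be read from them.

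Genes were higher in endothelial-like and macrophage-like cells of Kmt2c KO tumours. Free RNA of tumour cells is argued against as the source, as far as Krt8 measures it. Scaled by the Krt8 level in these cells, which was at most 6.71% and 4.65% of that in the H2BMc clusters, free RNA would bring a median of 0.482% of the endothelial and 1.15% of the macrophage difference. It would bring over 50% of the difference for 0 of 241 and 1 of 226 genes. These classes were chosen partly for few Krt8-positive cells, which can lower this share. Over all stromal and immune cells H2BMc stood at 4.63 CPM against 53.3 in the H2BMc clusters, and Krt8 at 6.88 against 368.5. The reporter would give a larger share, and the scaling was not repeated with it. A response to the tumour genotype stays open, as do a different mix of sub-clusters and other differences between the tumours.

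The type I interferon list was higher by a log2 of 1.65 in the tumour cells of Kmt2d KO library 2 than in the higher of the other Kmt2d KO libraries, which differed from each other by 0.05. Cells of low quality are argued against, because the gap was 1.65 with the stricter cell filter. RNA of immune cells is argued against, because the excess of macrophage and T cell markers would bring 0.0386% of the gap. A different mix of clusters is argued against as the whole cause, for the cells of clusters 2, 4 and 5. The gap within them was 0.81, 1.77 and 1.65. The other Kmt2d KO libraries differed from each other there by 0.11, 0.57 and 0.11. The gap within clusters 0 and 3 was left out of this test, so their cells are not covered. Cluster 0 held 2307 cells in library 2 against 536 and 623 in libraries 1 and 3. Cluster 3 held 160 against 2486 and 2908. A part from the mix stays open, because the gap was smaller in cluster 2 and the clusters themselves rest partly on interferon genes.

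A candidate explanation is a Kmt2c KO tumour under a Kmt2d KO label. Among 42 genes that part Kmt2d KO libraries 1 and 3 from all Kmt2c KO and WT libraries, with a gap of at least 0.5 on the log2 scale and 0 genes of the type I interferon list among them, library 2 lay nearer Kmt2c KO at 41, or 97.6%. Among 377 genes that part Kmt2c KO from WT and those 2 libraries, it lay nearer Kmt2c KO at 360 (95.5%). Pdzrn3, which the study names as raised in cultured Kmt2d KO cells, had a log2 ratio of -2.12 in library 2 over the mean of libraries 1 and 3. Gm364 was measured at 44.2 and 50.0 CPM in Kmt2d KO libraries 1 and 3, at 46.9 to 52.6 CPM in WT, at 0.337 to 0.748 CPM in Kmt2c KO and at 0.218 CPM in Kmt2d KO library 2. These genes were noticed in the same data, so this remains a hypothesis. An exchange of labels between a Kmt2c KO and a Kmt2d KO library is argued against, because each of the other 5 knockout libraries lay nearer its own group at 87.3% to 99.2% of such genes. Transcript counts of Kmt2c and Kmt2d cannot settle it, and a Kmt2d KO tumour that had reached a state like that of Kmt2c KO tumours stays open. With the library under its label, the spread within Kmt2d KO is wide, and without it 3166 genes were called between the knockouts in place of 0.

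The share of endothelial-like cells was lower in all 6 knockout libraries than in all 3 WT libraries. The filter on mitochondrial counts is argued against as the whole cause, because with no filter on cells the lowest WT share of barcodes with at least 4 endothelial markers (1.54%) was 2.45 times the highest knockout share (0.629%). A minimum of 4 was needed, since at 2 markers only 2.58% of the kept cells that passed were endothelial-like, against 81.3% at 4. The ratio depended on this minimum, being 0.399 at 2 markers and 1.36 at 3. Unnamed clusters in the denominator are argued against, because per 100 cells of the H2BMc clusters the lowest WT value (3.67) was 3.62 times the highest knockout value (1.01). Fewer tumour cells captured from WT tumours and fewer vessels in knockout tumours cannot be told apart. WT libraries held 58 endothelial-like cells on average against 43.3 in knockout libraries, a ratio of 1.34, beside 1181 against 6325 cells of the H2BMc clusters, and no knockout library had a yield as low as WT. A biological difference between the genotypes stays among the open explanations.

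The libraries held 3109 to 22929 barcodes, of which the study's own limits on genes and mitochondrial counts left 939 to 14525. These count cells recovered, a different measure from the cells loaded.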
